A study of Mus musculus with 7 samples. Its data were reported in "Chronic expression of p16INK4a in the epidermis induces Wnt-mediated hyperplasia and promotes tumor initiation" (2020).

How the data were processed

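RNA of whole dissected papillomas was profiled by CEL-Seq2, a method that sequences the 3′ ends of transcripts. Per the methods of the study and the submitters' processing notes, the authors demultiplexed and quality filtered the reads, trimmed adapters and poly-A tails with Cutadapt, aligned to GRCm38 with TopHat2, counted reads per gene with HTSeq and tested genes with DESeq2. Tool versions and the annotation release were not given in the sources used here. How HTSeq treated reads that match several copies of a gene was not given either, so near-identical families (Lce1, Lce3, Sprr2, Stfa and globin genes) are reported as uncertain.

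The authors deposited 1 table of 14820 genes. Its signal values per papilloma are the authors' normalized read counts, that is, read counts divided by 1 DESeq2 size factor per papilloma. The table also holds the authors' deposited log2 fold changes with standard errors, Wald statistics (a score), p-values and adjusted p-values for p16 against control papillomas, and a mark for 12235 genes expressed in keratinocytes that the authors sorted. Every value of each papilloma column was a whole multiple of the worth of 1 read (100% of values at a tolerance of 0.001 reads), so read counts were recovered and used for depth and for the count-based alternatives. Libraries held 1158035 to 4365391 reads, and the keratinocyte-marked genes took 90.1% to 92.2% of them. Krt6b was the most abundant gene in each library (2.37% to 4.49% of reads). Reads were not corrected here for amplification, so intervals from counts cover counting error only.

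Samples were grouped by their titles into 4 control and 3 p16 papillomas. The design named edgeR on counts, with limma as the fallback for other units. The deposited values were not counts, so the fallback was used: limma with an intensity trend on log2(value + 1), after a filter that kept 10466 genes with a mean of at least 10 in either group, two-sided, with Benjamini-Hochberg adjusted p under 0.05. Run on the recovered reads as an added alternative, the edgeR quasi-likelihood test with TMM factors called 616 genes (319 higher, 297 lower). Correlations between papillomas across genes (log2 values, genes are not independent replicates) were 0.930 to 0.959 among controls, 0.916 to 0.949 among p16 and 0.848 to 0.935 between groups. The first principal component held 43.3% of the variance and separated the groups, and the second 16.2%. Same-numbered papillomas were not treated as pairs.

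The gene lists were fixed before the data were examined, together with the design, the alternatives and the rule for named genes. They were tested with camera (preset correlation 0.01, adjusted over the 36 lists with at least 3 tested members), with camera at an estimated correlation, and with fry. Named genes are Cdkn2a, the 12 largest rises and 12 largest falls (adjusted p under 0.05, at least 20 CPM in the higher group, no overlap between groups, clone-type names left out), up to 4 members with the smallest p of each main list and 3 of each other list, Wnt ligands and targets at unadjusted p under 0.05, and Lmnb1, Glb1, Mki67, Hras and Cdkn1a. Some genes that this rule selects are not reported here and were left out of the count of control values that stand apart. Further list members are named where a count was small, where they were called or where the study displayed them, and these were chosen after their values were seen. Gene positions are those of GENCODE M21 on GRCm38 (14801 of the 14820 gene identifiers matched).

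The tests were tested on simulated reads with the means and library sizes of these papillomas. For p16 against control papillomas, limma run on 10026 simulated genes recovered 46% of genes changed 2-fold and 96% of genes changed 4-fold, with 4 false among 146 calls. A planted list had a camera p of 8.06e-27, or p = 7.92e-05 with an estimated correlation, and a list without changes a p of 0.706. The simulated genes were drawn independently of each other. In the real papillomas the estimated correlation was 0.39 for the basal list and 0.92 for the skeletal muscle list. The simulation therefore does not check the list tests, or the share of false calls, for correlated genes. The alternatives were other pseudocounts (0.5 and 4), other filters, scaling to library totals or by TMM, edgeR, DESeq2 and limma-voom on the recovered reads, the replicate number as a block, a stromal covariate, a muscle and adipocyte covariate, the keratinocyte-marked genes alone, and the omission of each papilloma. The authors' gene set analysis was not repeated, and the sorted keratinocyte profiles behind the mark were not analysed here. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.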

Results

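The data describe gene expression in 7 skin papillomas, benign tumors of the epidermis, from mice aged 27 weeks. To induce the lesions, the skin received the mutagen DMBA once (50 nmol, at an age of 3 weeks) and then the tumor promoter TPA repeatedly. In K5-rtTA/tet-p16 mice, doxycycline switches on a human p16 transgene in keratinocytes through the Krt5 promoter, and the control mice carried tet-p16 alone. There were 4 control papillomas (numbered 1, 2, 3 and 5) and 3 p16 papillomas (1, 2 and 3). The libraries held 4119715, 2723298, 3398927 and 3111494 reads in the control papillomas and 2407665, 1158035 and 4365391 in the p16 papillomas. A single read was therefore worth between 0.735 normalized units in p16 papilloma 3 and 2.89 in p16 papilloma 2, which had the fewest reads and the fewest genes with a read (12301, against 13327 to 13901 in the others). The labels do not state whether the papillomas came from separate mice, so the p-values measure the spread between these lesions. Values below are normalized read counts, with SD over n = 4 control and n = 3 p16 papillomas, and fold changes are p16 minus control on the log2(value + 1) scale, which understates the change of weakly expressed genes.

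The mouse gene Cdkn2a, which encodes mouse p16 and Arf (chromosome 4, 89274471 to 89294653, GRCm38), was measured at 34.4 ± 17.1 (SD, n = 4) in control and 14.8 ± 10.5 (SD, n = 3) in p16 papillomas. Its log2 fold change was -1.21 (SE 0.49) and did not pass the test (limma, adjusted p = 0.175). The control papillomas held 52.1, 23.0, 45.7 and 16.9, and the p16 papillomas 26.9, 8.68 and 8.82, with a p16 mean of 8.75 without p16 1. The transgene is the human sequence, so reads of the mouse gene do not check the labels.

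The first comparison asked which genes differed between p16 and control papillomas. Krt13, Krt4 and Sprr3, genes typical of mucosal epithelia, were far lower in p16 papillomas. Krt13 fell from 9953 ± 2203 (SD, n = 4) to 220.1 ± 222 (SD, n = 3), Krt4 from 1745 ± 1456 to 118 ± 156, and Sprr3, a cornified envelope precursor of the oral cavity and esophagus, from 5325 ± 3604 to 176 ± 67.3. The transcription factor Sox2 fell from 219 ± 174 to 2.77 ± 2.69, and the tight junction gene Cldn8 from 178 ± 51.1 to 6.62 ± 11.5. Among the rises, the beta-defensin Defb3 went from 169 ± 83.1 to 2249.6 ± 864 and Defb6 from 44.8 ± 19.3 to 396 ± 17.0, the iron-sequestering protein Lcn2 from 45.1 ± 26.1 to 643 ± 492, and lactoperoxidase (Lpo) from 38.7 ± 29.7 to 306 ± 107. Another beta-defensin, Defb14, fell (-1.88). Without control 3 the control means of Krt4 and Sox2 were 1053 and 134. Without p16 1 the p16 means of Krt13, Krt4 and Sox2 were 93.4, 27.6 and 1.47, and without p16 3 that of Lcn2 was 367. Cldn8 was at 0 in p16 1 and p16 2 and at 19.8 in p16 3.

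Of the 12 largest rises, the log2 changes ran from 2.37 for the chitinase-like gene Chil1 (limma, adjusted p = 6.39e-05) to 3.79 for Defb3 (chromosome 8, 19293360 to 19295291, adjusted p = 0.000151). The others were Uox (3.74), Lcn2 (3.68), Cfd (3.61), Car3 (3.45), Lpo (3.24), Defb6 (3.19), Skint6 (3.03), Skint5 (2.77), Atp12a (2.68) and Steap4 (2.58). Cfd and Car3 are abundant in fat. The 12 largest falls were Mal (-6.94), Ppbp (-6.25), Cldn8 (-5.98), Krt13 (-5.98, chromosome 11, 100117327 to 100121566, adjusted p = 9.67e-05), Sox2 (-5.92, chromosome 3, 34650405 to 34652461), Ceacam1 (-5.81), Rhcg (-5.51), Bpifa5 (-5.16), Sprr3 (-4.78), Krt4 (-4.51), Gprc5a (-4.35) and the globin Hba-a1 (-4.34). Mal had 3 reads over the p16 papillomas against 1547 over the controls, a pooled ratio of 312 with a 95% exact interval of 107 to 1517 for counting error only. Control papilloma 3 carried much of the control mean of Mal, Ppbp and Ceacam1, with 951, 4577 and 2284, against at most 231, 610.0 and 367 in any other papilloma. Without control 3 the log2 change was -6.32 for Mal, -4.83 for Ppbp, -4.92 for Ceacam1, -4.02 for Krt4, -5.45 for Sox2, -4.74 for Bpifa5 and -3.60 for Gprc5a. Leaving out p16 1 instead gave -6.74 for Rhcg, -6.14 for Bpifa5, -6.79 for Krt13, -5.67 for Krt4 and -6.48 for Sox2. Ppbp no longer passed without control 2, p16 1 or p16 2 (adjusted p up to 0.105), nor did Gprc5a without control 2, control 3, p16 1 or p16 2 (up to 0.0848).

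**Figure D1:**
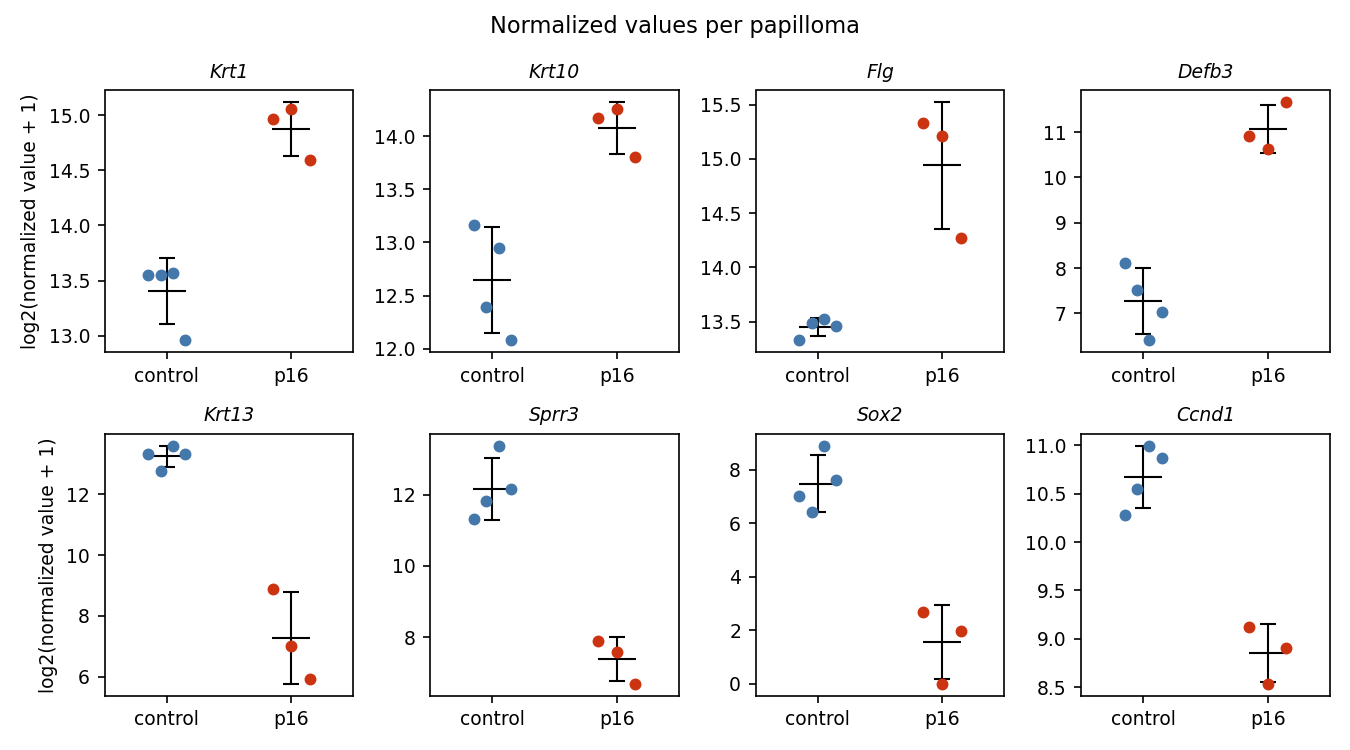
Normalized values of 8 genes in each papilloma, on a log2(value + 1) axis, for the 4 control (blue) and 3 p16 papillomas (red), with the mean and SD of the log values in black. Krt1, Krt10, Flg and Defb3 were higher and Krt13, Sprr3, Sox2 and Ccnd1 lower in each p16 papilloma than in any control papilloma.

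In total, 588 of 10466 genes tested passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), 278 higher and 310 lower in p16 papillomas. A change of at least 2-fold was seen for 400 of these, 191 higher and 209 lower. The deposited table marks 521 of the 588 as expressed in sorted keratinocytes (253 higher, 268 lower) and 67 as not (25 higher, 42 lower). Of the 10466 genes tested, 9984 carry the mark and 4.61% do not, so unmarked genes were over-represented among the calls. The mark is not specific to keratinocytes, since the globin gene Hba-a1 and the fibroblast gene Dcn carry it. At the threshold of the study, an unadjusted p under 0.05 with an absolute log2 change over 0.6, there were 1590 genes, 716 higher and 874 lower. The values of the groups did not overlap for 2016 genes, 19.3% of those tested, where chance gives 5.71%. The count of 588 came to 351 without control 2, 351 without control 5, 382 without p16 1 and 267 without p16 2, and to 76 with the skeletal muscle and adipocyte score of each papilloma as a covariate, under which all 588 kept their sign. The 278 rises came to 182 without control 2 and 114 without p16 2, and the 310 falls to 169 without control 2, 160 without control 5, 189 without p16 1 and 153 without p16 2. In the authors' deposited table, 683 genes had an adjusted p under 0.05, of which 325 were higher and 358 lower in p16 papillomas. Of the genes with an adjusted p in both, 465 passed in both, all in the same direction, 123 passed with limma alone and 199 in the authors' deposited table alone.

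Genes of the differentiated epidermal layers changed in both directions, with more rises than falls in p16 papillomas. Among 18 spinous layer genes, the suprabasal keratins Krt1 (11028 ± 2049.9, SD, n = 4, against 30300.0 ± 4877, SD, n = 3, log2 1.47, limma adjusted p = 0.00221, chromosome 15, 101845426 to 101850794) and Krt10 (log2 1.43) and the calmodulin-like gene Calm4 (0.86) rose, and 0 fell. Among 26 genes of the granular and cornified layers, 10 rose and 4 fell. The filament-aggregating gene Flg rose from 11218 ± 657 to 33003 ± 11576 (log2 1.49, chromosome 3, 93273523 to 93293686), and its relatives Flg2 (1.64) and Hrnr (1.36) rose too, as did the protease Klk5 (1.35), Il1f5 (1.28), Casp14 (1.09), Kprp (0.99), Ivl (0.94), Tgm5 (0.87) and Asprv1 (0.81). The transglutaminases Tgm3 (-1.23) and Tgm1 (-0.91), which cross-link the cornified envelope, fell together with Cnfn (-1.04) and Lypd3 (-0.67). Loricrin (Lor) was at 12633 in control and 18982 in p16 papillomas (log2 0.56, adjusted p = 0.121), short of the threshold. Among 21 late cornified envelope genes, 13 rose and 3 fell. All 14 Lce1 genes had positive changes, from 0.45 to 1.33, and 12 of them rose, as did Lce6a (1.61). All 6 Lce3 genes had negative changes, from -0.60 to -1.09, and Lce3a, Lce3b and Lce3c fell. These family directions held with scaling to library totals and with TMM factors. Copies within the Lce1 and Lce3 families are near-identical, so the values of single members are uncertain.

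The camera test compared each list with all other genes. It gave an adjusted p of 0.0917 for the spinous list (0.699 as an adjusted p with an estimated correlation), 0.00171 for the granular and cornified list (0.621 with an estimated correlation) and 3.11e-06 for the late cornified envelope list (0.549 with an estimated correlation), each toward higher values in p16 papillomas. Adjusted over the list alone, 3 spinous members rose and 1 fell, 13 granular and cornified members rose and 4 fell, and 15 late cornified envelope members rose and 4 fell. The study displayed Krt1, Krt10, Flg2, Lor and Lce1m from these papillomas, so these lists are not independent evidence of the direction. It gave them at P under 0.05, a looser threshold than the adjusted p that Lor missed here. The spinous list passed without control 1 (0.0312) or p16 3 (0.0291), and Calm4 did not pass without control 2, p16 1 or p16 2 (adjusted p up to 0.0799). The 10 granular and cornified rises came to 6 without p16 1 and 4 without p16 2, and the 4 falls to 1 without control 2, control 5 or any single p16 papilloma. The 13 late cornified envelope rises came to 7 without p16 2, and the 3 falls to 1 without control 1, control 2 or p16 1 and to 0 without control 5, p16 2 or p16 3. With the muscle and adipocyte covariate, 1 of the 26 rising members of the 3 lists still passed, while their median log2 change was 1.03 (median SE 0.268) against 1.01 without it (0.185). By camera the covariate gave 0.630 for the spinous, 0.00446 for the granular and cornified and 3.14e-06 for the late cornified envelope list.

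**Figure D2:**
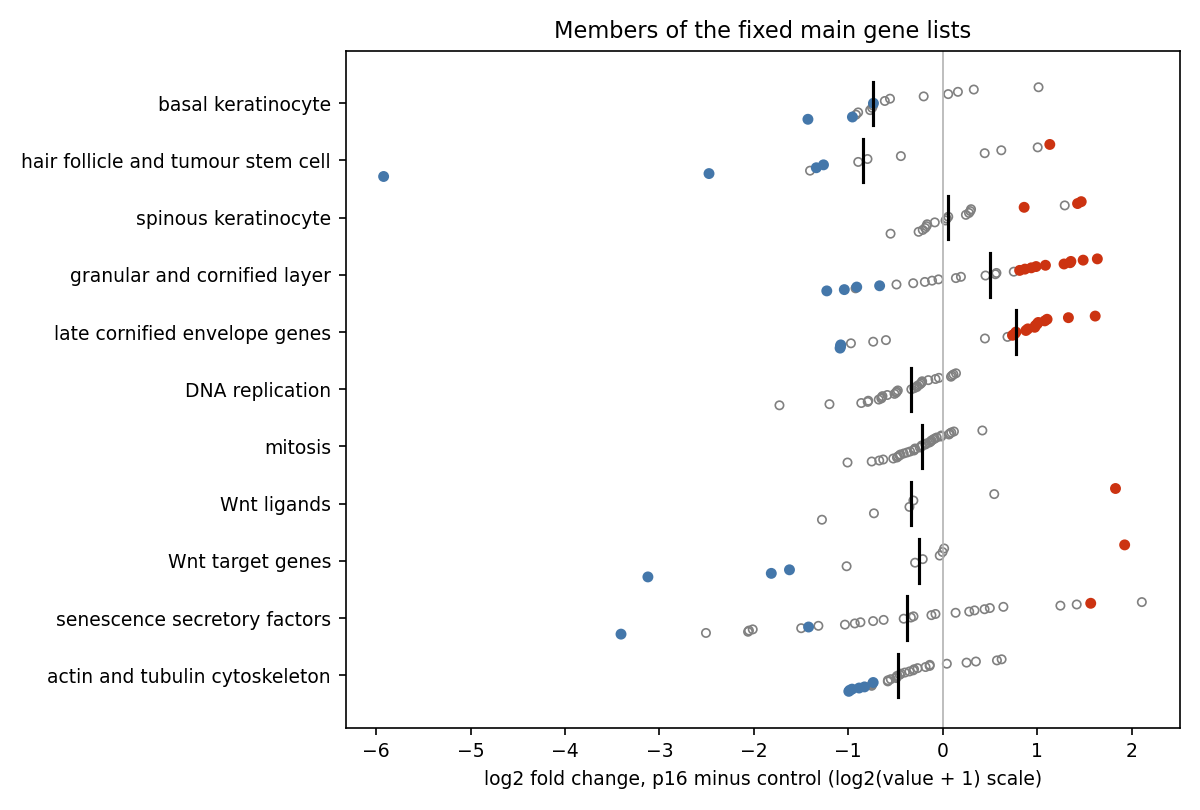
Log2 fold change (p16 minus control, log2(value + 1) scale) of each tested member of the lists that answer the study's questions, with 1 point per gene. Filled points passed an adjusted p of 0.05 (red higher, blue lower in p16 papillomas), open points did not, and the black bar is the median of the list, which runs from -0.85 for the stem cell list to 0.78 for the late cornified envelope list.

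Some genes of the basal layer and of stem cells passed the test, and most of those fell. Integrin alpha 6 (Itga6), which anchors basal cells to the basement membrane, fell from 667 ± 79.2 (SD, n = 4) to 401 ± 46.9 (SD, n = 3, log2 -0.73, limma adjusted p = 0.0169), and the integrin Itga3 (-0.96) fell with it. Of 15 basal genes 3 fell and 0 rose. Krt14 was at 27306 in control and 16143 in p16 papillomas (log2 -0.77, adjusted p = 0.0593), and Itgb1 at 696 and 407 (-0.74, 0.0549). Of 12 hair follicle and tumor stem cell genes, 4 fell and 1 rose. Besides Sox2, the transcription factors Foxc1 (118 ± 69.7 to 18.8 ± 6.27, log2 -2.47) and Pitx1 (-1.26) and the follicle stem cell surface marker Cd34 (42.9 ± 6.25 to 16.3 ± 1.60, log2 -1.34, adjusted p = 0.0110, chromosome 1, 194938819 to 194961279) fell. Nfatc1, a regulator of stem cell quiescence, rose (1.13). By camera the adjusted p was 0.00171 for the basal list (adjusted p = 0.621 with an estimated correlation) and 0.0105 for the stem cell list (adjusted p = 0.457 with an estimated correlation), both toward lower values. Adjusted over the list alone, 9 basal members fell and 1 rose, and 6 stem cell members fell and 1 rose. The study displayed Krt14, Itga6, Cdh3 and Cd34 from these papillomas, so the lists are not independent evidence. Its threshold for them, P under 0.05, is looser than the adjusted p that Krt14 missed here. The 3 basal falls came to 7 without control 1, 1 without control 2 or control 5 and 0 without p16 1, and 1 basal gene rose without p16 3. Itga6 lost its call without control 2, control 5 or p16 1 (adjusted p up to 0.0689) and Itga3 in every omission but that of control 1 (up to 0.0981). The stem cell list did not pass without p16 1 (0.0578), Nfatc1 was not called without p16 2, and 2 members rose without control 3. With the muscle and adipocyte covariate, 0 basal members and 1 stem cell member passed, as the errors grew. The median change of the basal list was -0.66 with the covariate (median SE 0.312) against -0.73 without it (0.217), that of the stem cell list -0.87 with the covariate (median SE 0.476) against -0.85 without it (0.356), and by camera both still passed (0.00137 and 0.0107).

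No DNA replication or mitosis gene passed the limma test, although most had negative changes. Of 29 DNA replication genes 25 had negative changes, with a median of -0.33, and 0 rose or fell (at an unadjusted p under 0.05, 8 fell and 0 rose, while edgeR called 0 and DESeq2 1 lower). The helicase subunit Mcm5 was at 128 ± 35.5 (SD, n = 4) and 67.8 ± 11.3 (SD, n = 3, log2 -0.86, limma adjusted p = 0.0752), the ribonucleotide reductase subunit Rrm2 at log2 -0.48, the polymerase subunit Pold1 at -1.73 and the cyclin Ccne1 at -1.20. Of 33 mitosis genes 28 had negative changes, with a median of -0.22, and 0 rose or fell (at an unadjusted p under 0.05, 1 fell and 0 rose, while edgeR and DESeq2 each called 0). Aurka (-1.01), Ttk (-0.52), Cdk1 (-0.46) and Ect2 (-0.67) had the smallest p-values, and the proliferation marker Mki67 was at 938 ± 239 and 829 ± 215 (log2 -0.17, adjusted p = 0.723). For DNA replication the camera adjusted p was 0.00171 (adjusted p = 0.621 with an estimated correlation), and for mitosis it was 0.0687 (0.756 with an estimated correlation). Adjusted over the list alone, 0 members of either list passed. The DNA replication list did not pass without p16 1 (0.0533), and 1 member fell without control 1 and 2 without control 3. Without p16 3, 1 mitosis member fell. The mitosis list passed without control 3 (0.000679), p16 2 (0.0496) or p16 3 (0.00120) but had an adjusted p of 0.975 without p16 1. Under the muscle and adipocyte covariate camera called both lists (3.14e-06 for mitosis, 5.41e-05 for DNA replication). The median change of the mitosis list was -0.60 with the covariate (median SE 0.367) against -0.22 without it (0.286), and that of the DNA replication list -0.46 with the covariate (median SE 0.390) against -0.33 without it (0.275). Control 3 had the lowest mean of the mitosis list among the controls, 5.75 against 6.33 to 6.40.

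Some genes of the cytoskeleton and of MAPK output fell, in lists whose camera calls were lost with an estimated correlation (adjusted p = 0.174 for each). Of 30 actin and tubulin cytoskeleton genes 25 had negative changes and 6 fell, with 0 rises. The actin cross-linker Actn1 fell from 1401 ± 159 (SD, n = 4) to 756 ± 71.7 (SD, n = 3, log2 -0.89, limma adjusted p = 0.00492, chromosome 12, 80167547 to 80260371), and Cnn3 (-0.98), Lasp1 (-0.83), Tubb6 (-0.99), Tuba1c (-0.74) and Flna (-0.96) also fell. Of 16 genes that report MAPK output 5 fell and 0 rose. Cyclin D1 (Ccnd1) fell from 1661 ± 357 to 469 ± 94.3 (log2 -1.82, adjusted p = 0.000515, chromosome 7, 144929931 to 144939925), as did the receptor Epha2 (-1.52), the ERK phosphatase Dusp6 (-1.22), Fosl1 (-1.36) and Ier3 (-0.66). Hras, the gene most often mutated by DMBA in this model, was at 1959 ± 241 and 1536 ± 238 (log2 -0.36, adjusted p = 0.228). The camera adjusted p was 5.63e-06 for the cytoskeleton list and 4.84e-05 for the MAPK list. Adjusted over the list alone, 14 cytoskeleton members fell and 1 rose, and 9 MAPK members fell. The 6 cytoskeleton falls came to 2 without control 2 or p16 1, 3 without control 5 and 1 without p16 2. Cnn3, Lasp1, Tubb6 and Dusp6 each lost the call in at least 2 of the 7 omissions (adjusted p up to 0.0771, 0.0857, 0.114 and 0.0855). The 5 MAPK falls came to 2 without control 2, p16 2 or p16 3 and to 3 without control 5. With the muscle and adipocyte covariate, 0 cytoskeleton members and 1 MAPK member passed, as the errors grew. The median change of the cytoskeleton list was -0.52 with the covariate (median SE 0.271) against -0.47 without it (0.205), that of the MAPK list -0.58 with the covariate (median SE 0.359) against -0.71 without it (0.273), and by camera both still passed (1.48e-05 and 0.000226).

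Wnt ligands and targets went both ways. Wnt3 rose from 20.6 ± 11.4 (SD, n = 4) to 71.5 ± 24.6 (SD, n = 3, log2 1.82, limma adjusted p = 0.0214, chromosome 11, 103774150 to 103817957) and was the only call among 6 ligands tested. Wnt5a was at 217 and 128 (log2 -0.73, 0.0898), Wnt6 at -1.28 and Wnt7b at 0.55. Among 10 target genes Tnfrsf19 rose (1.93), while Ccnd1 (-1.82), Ccnd2 (-1.62) and the receptor decoy Bambi (-3.12) fell. Bambi had 2 reads over the p16 papillomas against 69 over the controls, a pooled ratio of 20.9 with a 95% exact interval of 5.57 to 176. Tested by camera, the ligands had an adjusted p of 0.694 (adjusted p = 0.812 with an estimated correlation) and the targets of 0.0687 (0.621 with an estimated correlation). Adjusted over the list alone, 1 ligand rose and 1 fell, and 1 target rose and 3 fell. Of 15 Wnt receptors and TCF factors 0 passed, over all genes and adjusted over the list alone (camera adjusted p = 0.377, or 0.699 with an estimated correlation), and Fzd2 (-0.77), Fzd6 (-0.31) and Tcf7l1 (-0.57) had the smallest p-values. Wnt3 and Tnfrsf19 each lost the call without control 2, p16 1 or p16 2 (adjusted p up to 0.0955 and 0.113), Ccnd2 without control 2, control 5, p16 2 or p16 3 (up to 0.115) and Bambi in 5 of the 7 omissions (up to 0.131). The target list passed without control 1 (0.0206).

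Secretory factors of senescent cells showed few calls. Of 28 tested, interleukin 1 alpha (Il1a) rose from 30.4 ± 11.8 (SD, n = 4) to 88.3 ± 20.2 (SD, n = 3, log2 1.57, limma adjusted p = 0.0146), and the chemokines Cxcl2 (295 ± 320.0 to 14.9 ± 6.32, log2 -3.41) and Ccl2 (-1.42) fell. Igfbp3 was at 103 ± 111 and 17.5 ± 5.10 (log2 -2.01, adjusted p = 0.0597). Control 3 held 268 of Igfbp3 and 726 of Cxcl2. Without it the control mean of Igfbp3 was 47.2 (log2 -1.38, adjusted p = 0.0395) and that of Cxcl2 151 (log2 -2.68, adjusted p = 0.0475). Among 13 genes of CDK inhibitors and the p53 response Plk2 fell (-1.78) and 0 rose. The CDK inhibitor p21 (Cdkn1a) was at 2443 ± 471 and 2455 ± 50.8 (log2 0.03, adjusted p = 0.948), Ccng1 at log2 -0.65, Mdm2 at -0.75 and Lmnb1, a lamin that falls in senescent cells, at -0.32 (0.450). Glb1, which encodes the senescence-associated galactosidase, was below the filter and not tested. The camera adjusted p was 0.302 for the secretory list (0.699 with an estimated correlation) and 0.301 for the p53 list (0.699 with an estimated correlation). Adjusted over the list alone, 2 secretory factors rose and 5 fell, and 3 p53 list members fell. Without control 1, 2 secretory factors rose. Il1a lost the call without p16 1 or p16 2 (adjusted p up to 0.0683), Cxcl2 without control 2 or any single p16 papilloma (up to 0.124), Ccl2 in 5 of the 7 omissions (up to 0.147) and Plk2 in every omission but that of p16 1 (up to 0.123).

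Genes of activated and mucosal-type keratinocytes were mixed. Of 17 activated keratinocyte genes, Defb3, the calprotectin genes S100a8 (2.30) and S100a9 (2.13) and the cystatins Stfa1 (1.59) and Stfa3 (1.56) rose, and Krt17 (-1.17), the growth factor Hbegf (441 ± 36.1, SD, n = 4, to 161 ± 27.0, SD, n = 3, log2 -1.46, limma adjusted p = 0.000515) and Defb14 (-1.88) fell. Its median change was -0.42, its mean 0.22 and its camera direction down (adjusted p = 0.923, or 0.967 with an estimated correlation), and adjusted over the list alone 5 members rose and 4 fell. Of 11 small proline-rich genes 2 rose, Sprr2b (2.00) and Sprr2d (1.20), and 5 fell, Sprr3 (-4.78), Sprr2k (-2.82), Sprr2f (-1.76), Sprr1a (-1.52) and Sprr1b (-0.91), with the same counts adjusted over the list alone (camera adjusted p = 0.0687, or 0.621 with an estimated correlation). The 5 falls came to 3 without control 2, control 5, p16 1 or p16 2, and the list passed without control 1 (0.0363) or control 3 (0.00674), with control 3 and p16 2 both left out (0.0178), with library totals (0.0479) and with the stromal covariate (0.0351). Of 5 simple and mucosal keratins Krt13 and Krt4 fell, over all genes and adjusted over the list alone (camera adjusted p = 0.00724, or 0.549 with an estimated correlation), and Krt7 was at 31.4 and 12.1 (log2 -0.84, 0.675), with a control mean of 8.68 and a log2 change of 0.04 without control 3 and a p16 mean of 6.55 without p16 2. The mean log2 value of this list was 8.67 in control 3, 5.20 to 5.27 in the other controls and 2.76 to 3.91 in p16 papillomas. Members of the Sprr2 and Stfa families are near-identical copies and their single values are uncertain. The study displayed Krt17 from these papillomas.

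The papillomas were dissected whole, and lists of other cell types moved with the groups. Skeletal muscle genes were higher in some p16 papillomas: the mean log2 value of 15 members was 9.04 in p16 2, 6.75 in p16 3 and 3.84 in p16 1, against 3.03 to 4.84 in controls. No member passed with limma over all genes, although 13 rose at an unadjusted p under 0.05, 10 with DESeq2, 0 with edgeR and 12 without p16 1, and 11 rose adjusted over the list alone. The creatine kinase gene Ckm was at 923 in p16 2, 203 in p16 3 and 30.9 in p16 1, against 27.3 ± 9.15 (SD, n = 4) in controls. The camera adjusted p was 2.53e-06 (adjusted p = 0.621 with an estimated correlation). Of 4 adipocyte genes Car3, Cfd and Adipoq (2.78) rose, and Fabp4 was at log2 -1.54. The camera test gave 0.00996, or 0.549 with an estimated correlation, and adjusted over the list alone 3 rose and 1 fell. Adipoq lost the call without control 2 or any single p16 papilloma (adjusted p up to 0.106). All 5 erythrocyte genes fell, Hba-a1 from 4593 ± 2789 to 241 ± 169 and Alas2 from 44.9 ± 20.2 to 3.02 ± 2.75 (3.11e-06, or 0.504 with an estimated correlation), and all 5 also did so adjusted over the list alone. The globin copies are near-identical and uncertain. The hair shaft and root sheath list had a median of 1.13 with 0 calls over all genes or over the list alone (0.0285, or 0.699 with an estimated correlation), and did not pass without control 3 (0.0962), p16 2 (0.290) or p16 3 (0.200), with control 3 and p16 2 both left out (0.691) or with the muscle and adipocyte covariate (0.288). Without p16 1, 5 of its members rose. Of 17 fibroblast genes Dcn (2.14) and Mfap5 (3.62) rose, over all genes and adjusted over the list alone (0.0917, or 0.732 with an estimated correlation), and both lost the call without control 5 or any single p16 papilloma (adjusted p up to 0.0860 and 0.120). The fibroblast list passed by camera without control 1 (0.0262), control 2 (0.00606) or p16 2 (0.000125), with control 3 and p16 2 both left out (0.00106) and with the muscle and adipocyte covariate (0.0449).

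The remaining cell type lists had no calls over all genes. The camera adjusted p was 0.792 for endothelial (0.945 with an estimated correlation), 0.389 for macrophage and dendritic (0.756), 0.314 for neutrophil (0.699), 0.315 for mast cell (0.732), 0.722 for smooth muscle and pericyte (0.897) and 0.377 for sebocyte genes (0.780). The endothelial list had a median of 0.06, a mean of -0.02, a camera direction up and 1 rise adjusted over the list alone, and the mast cell list 3 rises and 1 fall adjusted over the list alone. The lists of macrophage and dendritic, neutrophil, smooth muscle and sebocyte genes had 0 calls adjusted over the list alone. The macrophage and dendritic list passed without p16 2 (0.0306) and with control 3 and p16 2 both left out (0.0281), as did the mast cell list with both left out (0.0399). Flt1 was at log2 0.92, Lyz2 at 0.74, Cxcr2 at 0.40, Tpsab1 at -1.63, Cma1 at 2.20, Acta2 at -0.74 and Mgst1 at 1.01. B and plasma cell genes and melanocyte genes each had 1 member tested (for melanocytes Dct, 0.99, adjusted p = 0.429), and T and NK cell and Schwann cell genes had 0, so these lists were not tested at this filter. With no filter beyond 1 read in any papilloma, the camera adjusted p was 0.897 for T and NK cell, 0.855 for Schwann cell and 0.230 for melanocyte genes. Among the lists that watch RNA quality, ribosomal protein genes had a median of 0.18 (camera adjusted p = 0.00142, or 0.732 with an estimated correlation, with 0 calls over all genes or over the list alone), a call lost with the muscle and adipocyte covariate (0.630, median 0.06), and mitochondrial transcripts 0.33 (0.00231, or 0.621 with an estimated correlation). Of the latter mt-Nd4l rose (0.99), and 3 rose adjusted over the list alone. Control 1 had the highest mean of both, 11.6 and 12.9, and without it 5 members of each list rose. The call of mt-Nd4l was lost without p16 2 (adjusted p = 0.0501). Of 11 immediate early and heat shock genes Junb fell (-0.69), also adjusted over the list alone (camera adjusted p = 0.104, or 0.699 with an estimated correlation), and it lost the call in 6 of the 7 omissions (up to 0.0881). The list passed without control 3 (0.0283) or p16 2 (0.0485), with both left out (0.0108) and with the muscle and adipocyte covariate (0.0220).

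**Figure D3:**
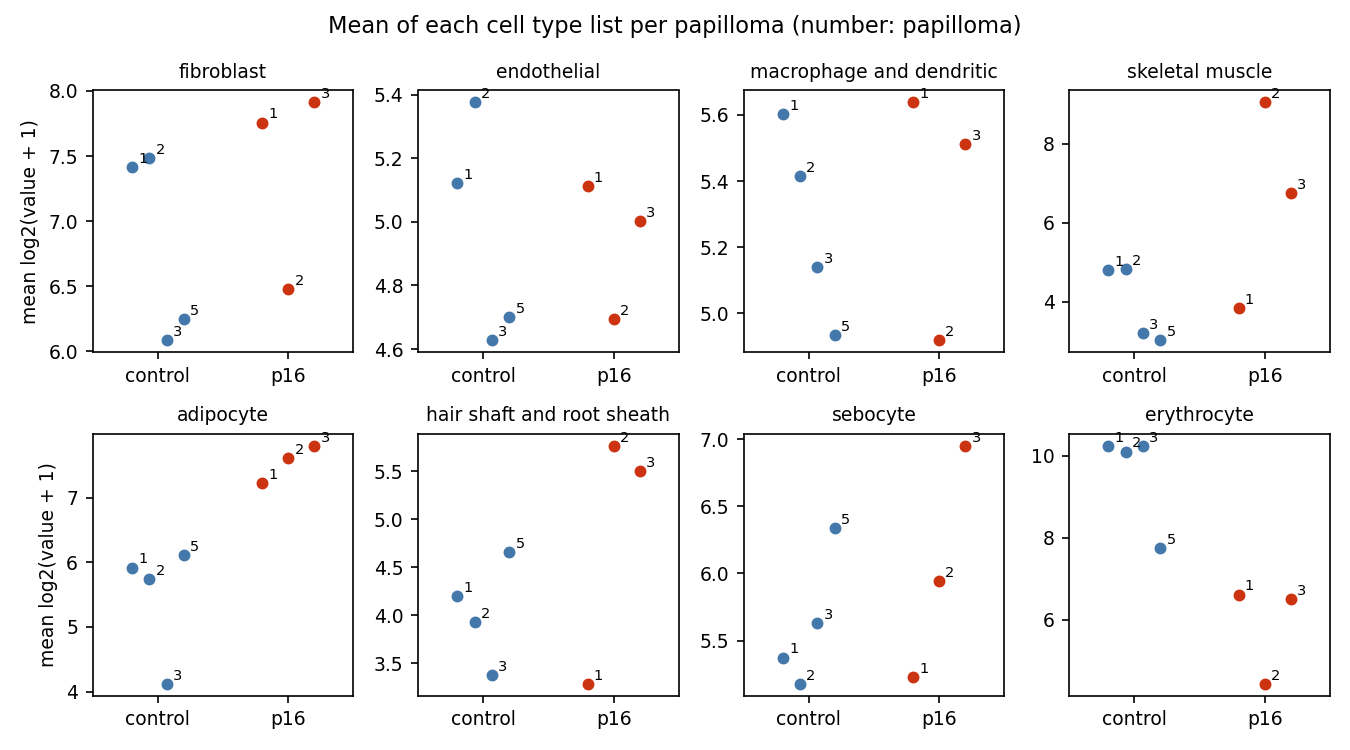
Mean log2(value + 1) of each cell type list in each papilloma (number: papilloma), for control (blue) and p16 papillomas (red). The skeletal muscle list lies at 9.04 in p16 2 and 6.75 in p16 3, and the erythrocyte list at 7.75 in control 5 and 4.44 to 6.62 in p16 papillomas, against 10.1 to 10.2 in the other controls.

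With the preset correlation, camera called 15 of the 36 lists tested. None held with an estimated correlation, and fry, which asks whether the genes of a list move one way on balance, called 3: the stem cell list (0.0306), the cytoskeleton list (0.0181) and the MAPK list (0.0197). As many as 16 lists were called with control 2, control 3 and control 5 set against the other 4 papillomas, so the number of list calls does not by itself separate the groups.

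**Figure D4:**
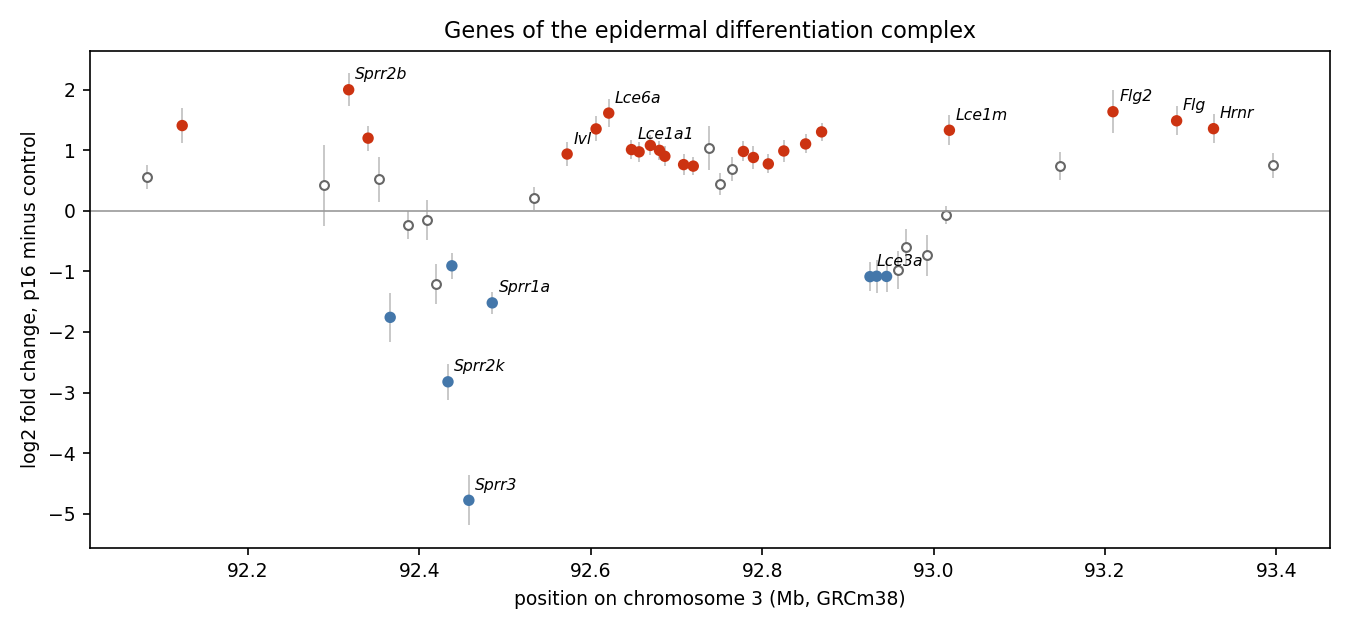
Log2 fold change (p16 minus control, with SE) of the 47 tested genes of the epidermal differentiation complex against position on chromosome 3 (Mb, GRCm38, from 92080271 to 93399442). Filled points passed an adjusted p of 0.05, 23 higher (red) and 8 lower (blue) in p16 papillomas, and open points did not.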

Values the study reported

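The study profiled whole lesions of 4 control and 3 p16-expressing papillomas. For its gene sets it took genes with a log2 fold change above 0.6 at P below 0.05 and left out genes not expressed in keratinocytes. It described higher markers of differentiated layers and lower stem cell, cell cycle, signaling and cytoskeletal genes in the p16 papillomas. By staining, it found a smaller Ki67-positive area in them, which measures protein and not the Mki67 RNA given above. More of their cells were positive for SenTraGor, a senescence stain, than in the adjacent untransformed epidermis. It also reported that the p16 papillomas were smaller and that Wnt activation was not increased in them as a whole.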

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

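All tests of explanations in this part were chosen after the pattern was seen, except the comparison with other splits of the papillomas. Values of a single control papilloma far from the other 3 were found for 18 of 180 groups of control values, where chance gives about 1 in 20. Of these, 7 were in control 1, 0 in control 2, 4 in control 3 and 7 in control 5. In control 1, Chil1 was at 373 (other controls 476 to 496), Lce1l at 616 (460.2 to 476), Bambi at 5.12 (19.0 to 24.2) and Fos at 453 (38.3 to 47.1). The mean log2 values of the immediate early (8.88, others 7.38 to 7.63), ribosomal protein (11.6, others 11.0 to 11.1) and mitochondrial lists (12.9, others 12.3) also stood apart there. In control 3, Mcm5 was at 74.9 (139 to 149.8) and Wnt5a at 139 (232 to 249), and the mean of the mitosis list was 5.75 (6.33 to 6.40) and that of the simple and mucosal keratins 8.67 (5.20 to 5.27). In control 5, Defb6 was at 73.8 (33.8 to 36.7), Krt1 at 7953 (12017 to 12109), Cdh5 at 6.32 (15.5 to 18.1), Csf3r at 75.9 (39.3 to 43.5), Padi3 at 20.02 (23.9 to 24.7) and Alas2 at 14.8 (52.96 to 56.4), and the mean of the erythrocyte list was 7.75 (10.1 to 10.2).

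The real grouping gave 588 changed genes, and of all 35 splits of the 7 papillomas into 4 and 3, 1 gave as many, the real split itself. The highest other split gave 5, so this count set the real split apart. With 35 splits, 1 in 35 is the smallest share this comparison can reach, so it cannot exclude chance. For genes past the threshold of the study the real value was 1590 and the highest other 1025, again with 1 split as large and the same limit. For the number of lists called by camera the real value was 15 and the highest other 16, with 5 splits at least as large, so chance cannot be excluded.

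The first pattern is the fall of 10 epithelial genes among the 12 largest falls (Mal, Cldn8, Krt13, Sox2, Ceacam1, Rhcg, Bpifa5, Sprr3, Krt4 and Gprc5a), with log2 changes from -4.35 to -6.94. Dilution of the epithelium by muscle, fat or dermis would lower other keratinocyte genes as far, but the median change of Krt6a, Krt6b, Krt16 and Krt17 was -0.62, which argues against it. Without control 3 the median change of the 10 genes was -5.18 against -5.66 with all papillomas, and 9 still passed. These genes were chosen among the largest changes whose groups do not overlap. That choice fixes their sign without control 3 and favours a large fall there. Whether control 3 alone carries the fall therefore cannot be told from these genes, and other genes are not covered. The simple and mucosal keratins are a list fixed beforehand. Without control 3 its lowest control mean lay 1.29 above the highest p16 mean (SD 0.0345 among these controls and 0.576 among p16 papillomas). Its called members Krt13 and Krt4 are among the 10 genes, so the list is not separate evidence. Of its other members, Krt7 was at a log2 change of 0.04 without control 3. Krt8 and Krt19 were more than 4 times as high in control 3 as in every other papilloma. Normal epidermis beside the lesion may contribute and cannot be told apart, since the hair shaft list lay above all controls in 2 of the 3 p16 papillomas and no list marks interfollicular epidermis. An effect of the transgene on these genes stays open and was not tested.

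The second pattern is the higher level of skeletal muscle and adipocyte genes in p16 papillomas. Muscle from beneath the lesion in some samples may account for the muscle genes: the mean of the list spanned 5.20 log2 units among the 3 p16 papillomas against 1.81 among controls, and 16 of the 19 muscle and adipocyte members are not marked as expressed in sorted keratinocytes. The study found smaller papillomas in p16-expressing mice, and the labels give no size for these lesions. Differences in tissue content and in genotype therefore cannot be told apart here. A lower share of keratinocytes in p16 samples cannot be told apart. Keratinocyte-marked genes took 90.1% to 90.9% of reads in p16 and 90.7% to 92.2% in control papillomas. The erythrocyte list had a median change of -3.62, but this list alone cannot stand for all other cells. Every other cell type list with tested members had a positive median, from 0.06 for endothelial to 3.11 for adipocyte genes. Whether the muscle and fat content also gives the rise of the 26 differentiation genes cannot be told apart. With the muscle and adipocyte score as a covariate their median log2 change was 1.03, against 1.01 without it. All 26 stayed positive with an unadjusted p under 0.05, but 1 passed the adjusted threshold, as the score overlaps the groups. The 26 were chosen as called rises in these same papillomas, which favours a kept sign and size. Over all tested members, the median with the covariate was 0.03 for the spinous list, against 0.05 without it. It was 0.50 against 0.51 for the granular and cornified list and 0.84 against 0.78 for the late cornified envelope list. The median SE of the 26 genes grew from 0.185 to 0.268. In p16 1, whose muscle mean lay within the range of the controls but whose adipocyte mean of 7.23 lay above all controls (4.12 to 6.11), the mean rise of these genes was 1.24, against 1.27 in p16 2 and 0.809 in p16 3.

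The third pattern is a set of 61 genes more than 4 times as high in control 3 as in every other papilloma, such as Arg1 (21181 against at most 4819), Ltf (8087 against at most 199) and Psca (1622 against at most 194). The same count was 30 in p16 2 and 0 to 5 in the other papillomas. A wrong label on control 3 is argued against, since at 85.2% of the 472 genes changed without it this papilloma lay nearer to the other controls than to the p16 papillomas. Connective tissue, vessels or fat in this sample are argued against: control 3 had the lowest mean of all 7 papillomas in the fibroblast (6.09), endothelial (4.63), smooth muscle (4.47) and adipocyte lists (4.12), with differences from the other controls of -0.44 or lower. Other tissue cannot be told apart: 42.6% of the 61 genes are not marked as expressed in sorted keratinocytes, against 4.61% of all tested genes (Fisher's exact test, two-sided, p = 2.47e-19), but these include the epithelial genes Mal, Gprc5a, Krt8 and Krt19, so the mark does not separate tissue from mucosal-type keratinocytes. The 61 genes were chosen from these same values and are not independent, so the Fisher p is too small. A difference of this single lesion that is its own biology was not tested.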

How the results depend on the processing

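The settings that leave out control 3 and p16 2 together, use a muscle and adipocyte covariate, TMM scaling, edgeR or the keratinocyte-marked genes alone were chosen after seeing the data. All 588 genes kept their sign in every setting that tested them, and the median change of all genes stayed within 0.1 of 0 under each scaling. Among the values for named genes 2593 kept their side of the threshold, 248 fell short, 72 came to pass and 0 reversed. For lists 510 kept it, 34 fell short, 29 came to pass and 2 reversed. A reversal was counted only where the value passed with the main or the other setting. Sign changes short of the threshold in both settings count as kept. Krt7, for example, went from -0.84 to 0.04 without control 3, and the fibroblast list turned to down with the stromal covariate. Pseudocount, filter, scaling, edgeR and DESeq2 gave 527 to 774 changed genes. Limma-voom gave 200 lower genes; the cause was not tested. With the replicate block there were 270 (135 higher, 135 lower), 254 of them shared, and the sebocyte (0.0308) and immediate early lists (0.0111) came to pass. Deviations of same-numbered papillomas correlated at -0.0920, -0.00577 and -0.0522, and the highest value was 0.109 for control 1 with p16 3. This gave no sign that the numbers pair the samples, but with so few lesions it cannot exclude a shared batch. The study combined its papilloma counts from several independent experiments, and the labels do not assign these lesions to them. With the muscle and adipocyte covariate there were 76 (43 higher, 33 lower), 73 of them shared, as the score overlaps the groups. Without both control 3 and p16 2 there were 261 (113 higher, 148 lower), with fewer samples. Leaving out 1 papilloma gave 267 to 548 (114 to 267 higher, 153 to 281 lower). The count was 548 without control 1, 515 without p16 3 and lowest, 267, without p16 2. That papilloma is the shallowest library and also stood apart on the first principal component, at 69.2 against 23.2 in p16 1 and 26.2 in p16 3. Which of these gave the drop was not tested. The number of lists called was 0 with an estimated correlation and 3 with fry. With an estimated correlation the adjusted p was 0.621 for the basal, granular and DNA replication lists, 0.457 for stem cell, 0.549 for late cornified envelope and 0.174 for cytoskeleton. With fry it was 0.178 for basal, 0.183 for granular, 0.0732 for late cornified envelope and 0.195 for DNA replication. The mitosis list came to pass with the stromal covariate (0.0266), the muscle covariate (3.14e-06) and without control 3 and p16 2 (0.000378). Over single omissions the adjusted p ran from 0.000679 to 0.975 for mitosis, 0.0291 to 0.378 for spinous, 0.0206 to 0.184 for Wnt targets, 0.00479 to 0.0578 for stem cell and 8.03e-05 to 0.0533 for DNA replication; the cause was not tested. The skeletal muscle (0.153) and hair shaft lists (0.288) reversed to lower with the muscle and adipocyte covariate, which is built from the former. At this depth 1 read in p16 2 is worth 2.89 units, so genes near that level are not resolved there.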

Other observations

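In this part, the test of the chromosome 3 region and the genes of the last paragraph were chosen after the result was seen. Of 10 antioxidant genes under NRF2, a transcription factor of oxidative stress, 3 fell, 0 rose and 7 did not pass. Glutathione reductase (Gsr) fell from 115 ± 86.7 (SD, n = 4) to 11.9 ± 1.26 (SD, n = 3, log2 -2.89, limma adjusted p = 0.00333), Gclm by a log2 change of -1.96 and the glutathione transferase Gsta4 by -1.42, and all 3 passed in each omission of 1 papilloma. Without control 3 the control mean of Gsr was 73.3 (log2 -2.45). The camera adjusted p was 0.00586 (0.549 as an adjusted p with an estimated correlation), and adjusted over the list alone 6 fell and 1 rose. With the muscle and adipocyte covariate 0 passed, as the errors grew, with a median change of -0.69 with the covariate (median SE 0.347) against -0.59 without it (0.257), and the list still passed by camera (0.0159). Of 14 hypoxia and glycolysis genes, the oxygen sensor Egln3 (736 ± 113 to 2215 ± 859.6, log2 1.53, adjusted p = 0.00311) and Pfkp (0.66) rose, and Ldha was at -0.59 (0.377 by camera, 0.699 with an estimated correlation, 2 rises and 1 fall adjusted over the list alone). Pfkp lost the call in 5 of the 7 omissions (up to 0.118).

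Of 18 barrier lipid genes, the ceramidase Acer1 rose (147 ± 4.12 to 304 ± 54.0, log2 1.03, limma adjusted p = 0.00404) with Pnpla1 (0.65), and the cholesterol sulfotransferase Sult2b1 fell (-1.08). The list had a median of -0.12, a mean of 0.01 and a camera direction down (adjusted p = 0.770, or 0.945 with an estimated correlation), with 2 rises and 2 falls adjusted over the list alone, and Pnpla1 lost the call in each of the 7 omissions (up to 0.132). Of 6 Notch pathway genes 0 passed, with Nrarp at -0.53, Hes1 at -0.67 and Jag2 at -0.60 (0.119 by camera, 0.673 with an estimated correlation, 2 falls adjusted over the list alone). The Notch list passed without p16 1 (0.0406) and had an adjusted p of 0.853 with the muscle and adipocyte covariate. Of 7 interferon response genes Ifi27l2a rose (2.16), over all genes and adjusted over the list alone, and lost the call in 6 of the 7 omissions (up to 0.143). Rsad2 was at -1.79, or -2.87 without p16 2. Irf7 was at -1.72, or -0.70 without control 3, which held 405 against 12.8 to 32.7 in the other controls. The interferon list had a negative median (-0.31) and mean (-0.23), and its camera direction was up (adjusted p = 0.906, or 0.966 with an estimated correlation).

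A hypothesis formed after the values were seen was that the changed genes concentrate in the epidermal differentiation complex, the cluster of cornified envelope genes on chromosome 3 (92080271 to 93399442, GRCm38, from the first to the last member of the fixed lists there). Of 47 tested genes of the region 23 rose and 8 fell, 66.0% against 5.35% of genes elsewhere (Fisher's exact test, two-sided, p = 5.19e-28, odds ratio 34.3). Genes of a cluster are paralogs and share regulation, so they are not independent and this p is too small. Of the 8 genes of the region outside the fixed lists 3 passed. The region held both directions, with Sprr3 (-4.78) and Sprr2k (-2.82) lower beside Flg (1.49) and Sprr2b (2.00) higher.

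Genes with very small p-values outside the named set, chosen after their values were seen, were the activin antagonist Fst (766 ± 139, SD, n = 4, to 87.6 ± 20.2, SD, n = 3, log2 -3.12, limma adjusted p = 1.83e-05), the chromatin protein Hmga2 (363 ± 106 to 21.7 ± 7.18, log2 -4.01), the claudin Cldn17 (-4.00) and the desmosomal cadherin Dsc2 (-2.00). All were lower in p16 papillomas.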
